A study of Homo sapiens with 4 samples. Its data were reported in "Dietary Palmitic Acid Drives a Palmitoyltransferase ZDHHC15‐YAP Feedback Loop Promoting Tumor Metastasis" (2024).

How the data were processed

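RNA was sequenced from TOV-112D ovarian cancer cells in 4 libraries, 2 labelled shCON and 2 labelled shZDHHC15. Libraries were made with the NEBNext Ultra RNA kit for Illumina, which does not mark the strand, and were sequenced by a commercial provider. The series design speaks of stable knockdown, while the labels give a time of 36 h after transfection. The authors deposited raw read counts per Ensembl gene for each library, as whole numbers that were neither scaled nor pooled. The submitters' processing notes name the genome build hg38 and the tools HISAT2, StringTie and SAMtools. The counting program, the annotation release, the strand setting, the handling of reads with several alignments and the tool versions are not given in the sources used here. Without strand, reads of a gene and of its antisense partner cannot be separated. Reads that align equally well to several places could have been dropped or divided, which lowers the counts of genes with near-identical copies. SMN1 and SMN2, a pair of this kind, held between 1 and 12 counts per library.

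The deposited counts covered 62754 genes, of which 62700 (99.9%) matched a gene symbol by Ensembl identifier and 54 did not. Coordinates and exon overlaps were taken from GENCODE release 29 on GRCh38, the same build as hg38. Library totals ranged from 22233899 to 32759328. The replicates differed by more than sampling noise (chi-square per degree of freedom 11.3 between the shCON libraries and 5.33 between the shZDHHC15 libraries), so that no library was a duplicate of another.

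All groups and columns were taken from the labels and column names. Genes were kept with edgeR's filterByExpr (minimum count 10, minimum total 15), which left 18522 genes holding 99.9% of all counts. Libraries were scaled by the trimmed mean of M-values (TMM), with factors of 0.982 and 0.963 for shCON and 1.03 for each shZDHHC15 library. The groups were compared in edgeR 4.0.16 under R 4.3.3 with glmQLFit and glmQLFTest, with group as the only term and 2 residual degrees of freedom. P-values are two-sided and were adjusted over all tested genes by Benjamini and Hochberg, and genes with an adjusted p under 0.05 were called. The standard error of a log2 fold change was derived from the fold change and its F statistic, and its median over genes was 0.15. The biological coefficient of variation was 9.02%. Abundances are CPM, counts divided by the TMM-scaled library size and multiplied by 1e+06, given as mean and SD of 2 libraries.

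Gene lists, 26 in all, were tested with camera on the same fit, with a preset inter-gene correlation of 0.01 and again with an estimated correlation, and p-values were adjusted over the 26 lists. At the preset correlation 2 lists passed as higher and 12 as lower. With an estimated correlation no list passed after adjustment, 6 had an unadjusted p under 0.05 and the smallest adjusted p was 0.186. The estimate was 0.959 for mitochondrial mRNAs, 0.313 for ribosomal proteins and 0.297 for immediate early genes. It lay under the preset 0.01 for lists such as ERK output (-0.056), heat shock (-0.023), unfolded protein response (-0.042), cholesterol (-0.024), p53 (-0.033) and Hippo components (-0.017). For these lists a higher correlation is not why they failed to pass. The fry test, which asks whether a list's genes move on balance in a single direction without comparing them with other genes, passed 19 lists, and its mixed form, which asks for change in either direction, passed 25. Counts of called members were made over all tested genes and again adjusted over the list alone. The lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined. The heat shock, immediate early and ERK lists were written after the head of the study's supplementary gene list had been read, and 2 lists hold genes the study measured in these cells.

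Genes named in the text are ZDHHC15, the 12 genes with the highest and the 12 with the lowest fold change among called genes with a symbol and a mean count of at least 50, every gene of the 2 study lists together with MMP2, MMP9, YAP1 and TEAD1, and up to 4 members of each list with the smallest adjusted p. Any other gene is marked as chosen after its values were seen.

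The procedure was tested on 5 sets of simulated counts for the 18522 genes, drawn from the real means, dispersions and library sizes of the comparison of shZDHHC15 with shCON, with 200 genes changed in each. It called 52.3% of genes changed 1.5-fold, 69.7% of genes changed 2-fold and 96.2% of genes changed 4-fold in the right direction. Of the unchanged genes 0.0637% (57 of 89485) were called, beside 169, 225 and 302 right calls at 1.5-fold, 2-fold and 4-fold. The 200 changed genes were a far smaller share than the 27.8% of genes called in the data, so these rates may not carry over. Camera called 3 of 130 list tests, adjusted over the 26 lists within each simulation. Genes were drawn independently of each other, so these list tests do not show how camera behaves when members of a list vary together. Alternatives covered scaling by DESeq2 size factors, the upper quartile or library totals, leaving ZDHHC15 out before scaling, no filter or a filter of CPM above 1 in 2 libraries, DESeq2 1.42.0, limma-voom with limma 3.58.1, the replicate number as a block, each library left out in turn, and a limit of 2-fold. A count without the genes whose replicates differed more than 3-fold was added after the data had been examined.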

Results

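Gene expression was measured by RNA sequencing in TOV-112D, an established human ovarian cancer cell line. Cells of 2 kinds were sequenced, 2 libraries labelled shCON, which carry a control short hairpin RNA, and 2 libraries labelled shZDHHC15, which carry a hairpin against ZDHHC15. ZDHHC15 encodes a palmitoyltransferase, an enzyme that attaches palmitate to cysteines of other proteins. The labels place all 4 libraries 36 h after transfection. Summed gene counts were 22233899 and 29647995 in shCON replicates 1 and 2, and 32759328 and 27614198 in shZDHHC15 replicates 1 and 2. Each library held a count for between 28057 and 29249 genes. The correlation of log2 CPM (counts scaled to library size) across genes was 0.990 between the shCON libraries and 0.993 between the shZDHHC15 libraries, against 0.974 between shCON replicate 1 and either shZDHHC15 library. The labels do not say that the replicates came from separate cultures, so p-values measure the spread between these libraries, which may be technical.

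The targeted gene was compared first. ZDHHC15 was the most abundant gene in both shCON libraries and was close to undetected in both shZDHHC15 libraries. Its count was 1601268 in shCON replicate 1 and 2232148 in shCON replicate 2, against 7 and 10 in shZDHHC15 replicates 1 and 2. These counts were 7.20% (Wilson 95% interval 7.19 to 7.21) and 7.53% (7.52 to 7.54) of the shCON libraries, a mean of 7.37% ± 0.231 (SD, n = 2). In the shZDHHC15 libraries the shares were 2.14e-05% (1.04e-05 to 4.41e-05) and 3.62e-05% (1.97e-05 to 6.67e-05). The intervals cover counting error only, because reads without molecular identifiers are not independent molecules. Mean ZDHHC15 abundance was 75860 ± 3450 CPM (SD, n = 2) in shCON and 0.280 ± 0.103 CPM (SD, n = 2) in shZDHHC15, a log2 fold change of -18.05 ± 0.14 (SE, edgeR adjusted p = 2.01e-18). The next most abundant gene in the shCON libraries was MT-CO1, with 240768 and 336891 counts. ZDHHC5, the most abundant of the other ZDHHC genes in shCON, stood at 102 CPM, so that ZDHHC15 exceeded it 741-fold there. The direction of the difference fits the labels. The labels do not explain the high level in shCON, so the differences below may reflect it as well as the loss in shZDHHC15. ZDHHC15 (ENSG00000102383) lies on the minus strand of chromosome X, from 75368427 to 75523502 of GRCh38, and no exon of another annotated gene overlaps its exons.

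**Figure D1:**
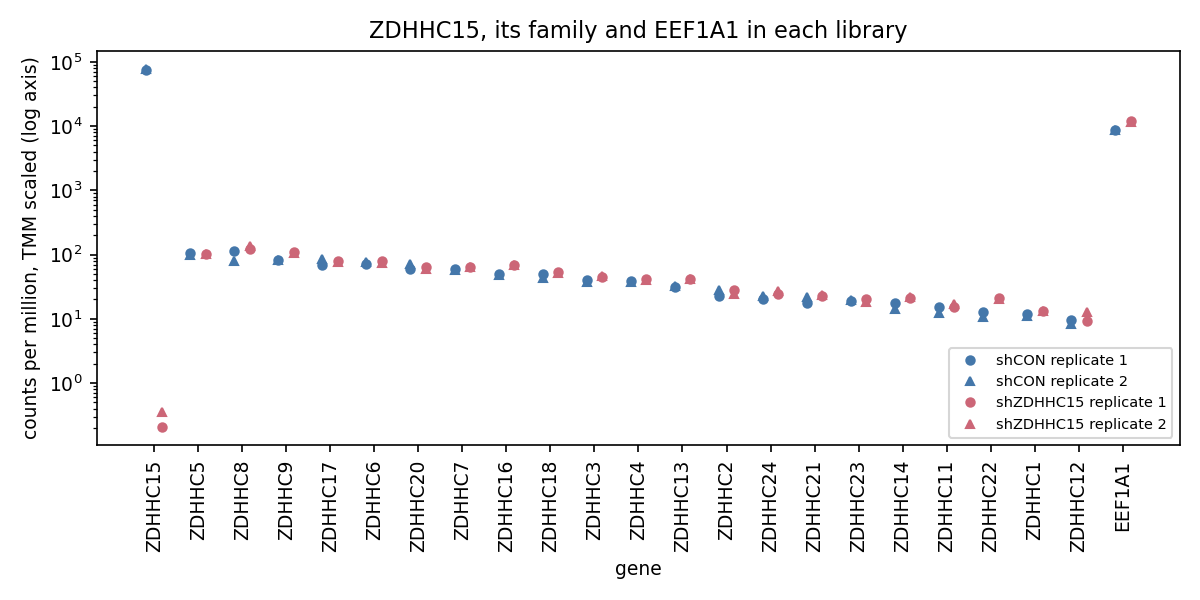
Abundance in CPM (log axis) of ZDHHC15, the tested genes of its family and the abundant EEF1A1, with 1 point per library, circles for replicate 1 and triangles for replicate 2 of each group. ZDHHC15 lies at 73421 and 78300 CPM in shCON and at 0.208 and 0.353 CPM in shZDHHC15.

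The whole transcriptome was then compared to find the genes that differ between the groups. Of 18522 genes tested, 2385 were higher and 2761 were lower in shZDHHC15, and 13376 were not called. Of these, 331 rose and 799 fell at least 2-fold. Among genes with a mean count of at least 50, the deepest losses next to ZDHHC15 were in HSPA6, a heat-inducible HSP70 chaperone, at -5.49 ± 0.15 log2 (SE), and in EGR1, an immediate early transcription factor, at -3.98 ± 0.13. HSPA6 (chromosome 1, 161524540 to 161526910) fell from 72.0 ± 5.34 to 1.62 ± 0.311 CPM (SD, n = 2), and EGR1 (chromosome 5, 138465490 to 138469315) from 75.3 ± 7.12 to 4.76 ± 0.240 CPM. The ETS transcription factor ETV5 stood at -3.58 ± 0.19, the cholesterol transporter NPC1L1 at -3.27 ± 0.20, and the arrestin-domain gene ARRDC3 at -2.95 ± 0.18. CASS4, SLC6A13, CDK7, NPR3, IL17RE and PKD1L1 completed the 12 genes with the lowest fold changes at that count, and their log2 fold changes lay between -3.89 and -2.98, with SLC6A13 moving from -3.84 to -4.76 without shZDHHC15 replicate 1.

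Among the 12 genes with the highest fold changes at the same mean count, SMIM11 rose by 3.28 ± 0.21 (SE), TCEAL7 by 2.98 ± 0.17, FRMD1 by 2.56 ± 0.28 and the helicase gene DQX1 by 2.16 ± 0.22. TCEAL7 (chromosome X, 103330196 to 103332326) went from 2.19 ± 0.121 to 17.4 ± 0.118 CPM (SD, n = 2). ARSD, PRECSIT, the homeobox gene ONECUT3 and LINC02154 also belonged to this set. Its other 4 members, DHRS4, ROR1-AS1, HMOX2 and LY6E, had replicates more than 3-fold apart in at least 1 group. HMOX2 counted 40 and 48 in shCON against 64 and 731 in shZDHHC15, and its log2 fold change of 2.97 became 0.13 without shZDHHC15 replicate 2 and 3.88 without shZDHHC15 replicate 1. LY6E counted 38 and 34 against 594 and 32, and its value of 2.71 became -0.36 without shZDHHC15 replicate 1 and 3.62 without shZDHHC15 replicate 2. The values of DHRS4 and ROR1-AS1 moved from 3.65 and 3.04 to 5.50 and 4.88 without shCON replicate 1, and to 2.71 and 2.11 without shCON replicate 2.

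Calls were made with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05, and the 24 genes with the highest and lowest fold changes had adjusted p of 0.0195 or less. With only 1 shZDHHC15 library the numbers fell to 1036 higher and 1304 lower without replicate 1, and to 885 and 1188 without replicate 2. Lower genes made up 53.7% of the calls after TMM scaling and 38.8% (2131 lower, 3359 higher) when libraries were scaled by their totals alone. HSPA6 shares near-identical sequence with HSPA7, and DHRS4 and SMIM11 have close copies in the genome. ETV5 overlaps exons of DGKG, and ARRDC3, CASS4, ARSD, HMOX2, LY6E and DHRS4 also overlap exons of other genes. So do several genes named below, such as YAP1, LATS1, CCN2, AMOTL2, PTPN14 and TGFB2. The counts of all these genes are therefore uncertain.

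The study asked whether ZDHHC15 depletion changes the Hippo pathway and the output of its effector YAP, a transcriptional coactivator. YAP1 itself (ENSG00000137693, chromosome 11, 102110461 to 102233423) fell from 90.8 ± 4.94 to 42.8 ± 0.330 CPM (SD, n = 2), a log2 fold change of -1.08 ± 0.10 (SE, adjusted p = 8.61e-06). The kinases that phosphorylate YAP fell as well, LATS1 by 0.85 ± 0.10 and LATS2 by 0.76 ± 0.13 on the log2 scale, and so did the upstream regulators NF2 (-0.57 ± 0.10) and FRMD6 (-0.49 ± 0.11). WWC1, which encodes KIBRA, rose by 0.50 ± 0.10. TEAD1, the DNA-binding partner of YAP, stood at 0.24 ± 0.09 (adjusted p = 0.0693) and PTPN14 at -0.23 ± 0.10 (adjusted p = 0.0918), and neither was called. They passed without shCON replicate 2 (TEAD1, adjusted p = 0.0023) and without shCON replicate 1 (PTPN14, adjusted p = 0.00492). Of 43 tested Hippo components, 14 were lower, 3 were higher and 26 were not called, with a median log2 fold change of -0.19. The list ranked lower than other genes with camera at its preset correlation (adjusted p = 0.00514), but not with an estimated correlation (adjusted p = 0.216). The numbers were 15 lower and 4 higher when adjusted over the list alone.

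Known YAP/TAZ target genes were called in both directions, more of them lower. CCN2, a matricellular growth factor (chromosome 6, 131948176 to 131951373), fell from 6.43 ± 0.114 to 2.24 ± 0.479 CPM (SD, n = 2), a log2 fold change of -1.53 ± 0.21 (SE, adjusted p = 0.000199). ANKRD1 fell by 1.00 ± 0.18, RBMS3 by 1.07 ± 0.17, AMOTL2 by 0.47 ± 0.10 and CCN1 by 0.45 ± 0.11 on the log2 scale. In all, 8 of 21 tested targets were lower, 4 were higher and 9 were not called, and the numbers were the same when adjusted over the list alone. The 4 higher targets, named after their values were seen, were F3 (0.78), DOCK5 (0.48), FJX1 (0.43) and CRIM1 (0.33). The list median was -0.45, and the list did not pass camera (adjusted p = 0.0942, and 0.306 with an estimated correlation), which compares it with other genes. It passed as lower with fry, which does not (adjusted p = 0.0239). AXL, another target, counted 9 and 7 in shCON against 10 and 8 in shZDHHC15 and was too low to test.

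Genes that the study had followed in these cells were taken as 2 further lists, which are not independent evidence of a direction. Some members recur between lists. LATS2 is counted among the Hippo components, the YAP/TAZ targets and the study's Hippo and YAP genes. CCN2 is counted among the YAP/TAZ targets and in both study lists. Among 8 tested Hippo and YAP genes of the study, 6 were lower and 1, WWC1, was higher (7 lower and 1 higher when adjusted over the list alone), with camera adjusted p = 0.00102, and adjusted p = 0.264 with an estimated correlation. The study described AMOTL2, CCN2 and CCN1 of this list as lowered, and LATS1, LATS2, FRMD6, PTPN14 and WWC1 as raised, by RT-qPCR. A test in a single direction therefore does not ask whether those changes recurred. LATS1, LATS2 and FRMD6 were among the lower genes. Among 7 genes tied to palmitic acid and metastasis, CCN2, CCN1, TGFB2 and ODC1 were lower, while LIMD1 (-0.02), FAT4 (-0.13) and ITGAV (0.08) were not called. The number was 4 lower also when adjusted over the list alone, with camera adjusted p = 0.0219, and adjusted p = 0.268 with an estimated correlation. TGFB2 fell by 1.29 ± 0.32 (SE) on the log2 scale with all libraries, and stood at -1.95 and -0.86 without shZDHHC15 replicate 1 and replicate 2, the latter not called. The call of this list was lost without shCON replicate 1 (adjusted p = 0.0514) and without shZDHHC15 replicate 2 (adjusted p = 0.0554).
Leaving out shZDHHC15 replicate 1 or replicate 2 reduced the lower Hippo components, YAP/TAZ targets, study Hippo and YAP genes and palmitic acid genes. Calls over all tested genes fell as well without either library, so this loss is not particular to these lists. Higher Hippo components numbered 5 and 6 without shCON replicate 1 and replicate 2, and 2 and 0 without the corresponding shZDHHC15 libraries. Higher YAP/TAZ targets numbered 1 without shZDHHC15 replicate 1. FRMD6, AMOTL2 and CCN1 were not called without shZDHHC15 replicate 1 (adjusted p = 0.111, 0.0962 and 0.140) or replicate 2 (adjusted p = 0.124, 0.131 and 0.155), and WWC1 and ODC1 not without shZDHHC15 replicate 2 (adjusted p = 0.0646 and 0.101).

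**Figure D2:**
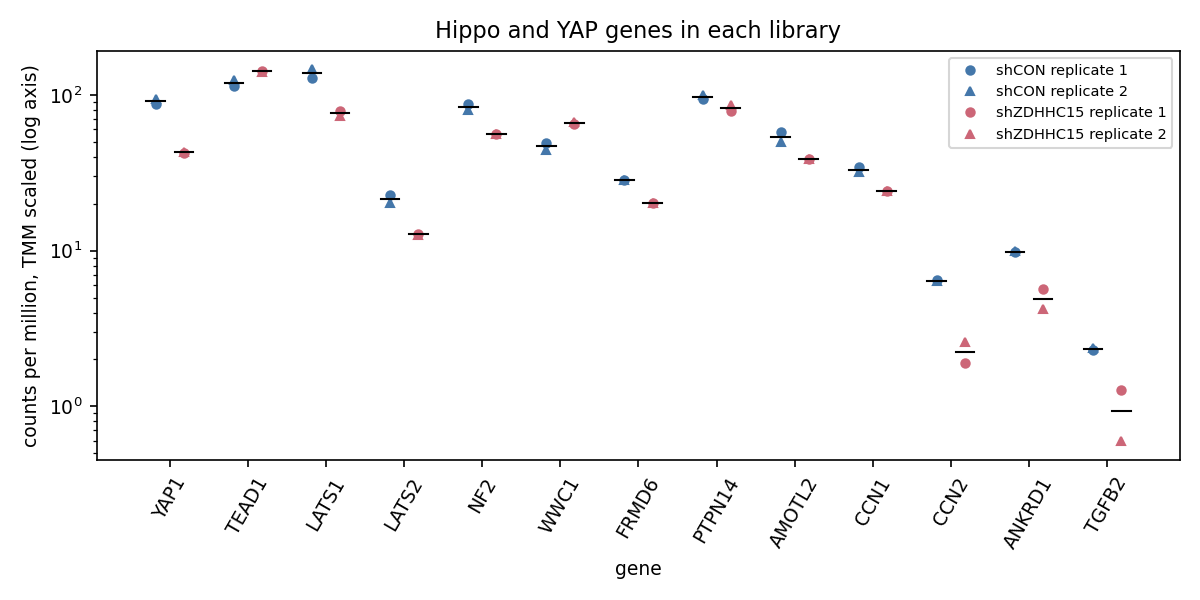
Abundance in CPM (log axis) of 13 Hippo and YAP genes, with 1 point per library, circles for replicate 1, triangles for replicate 2 and a black line at each group mean. YAP1 falls from 90.8 to 42.8 CPM and CCN2 from 6.43 to 2.24 CPM, while WWC1 rises from 46.8 to 66.4 CPM.

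Most immediate early genes and most output genes of ERK signalling fell. Of 19 tested immediate early genes, which are induced within minutes of a growth signal, 15 were lower, none was higher and 4 were not called. Besides EGR1, the AP-1 subunits FOS (-2.41 ± 0.17, SE) and FOSL1 (-2.13 ± 0.20) and the zinc finger factor EGR3 (-2.44 ± 0.26) led this group. Of 15 tested ERK output genes, 12 were lower, none was higher and 3 were not called. These included the ETS factors ETV5 (-3.58 ± 0.19) and ETV4 (-2.85 ± 0.35) and the ERK pathway inhibitors SPRED2 (-1.69 ± 0.11) and SPRY4 (-3.51 ± 0.31). The immediate early list passed camera (adjusted p = 7.38e-15), but not with an estimated correlation (adjusted p = 0.216). For the ERK output genes camera gave adjusted p = 5.49e-13, and adjusted p = 0.186 with an estimated correlation. Adjusted over the list alone, 15 immediate early and 13 ERK output genes were lower. Without shZDHHC15 replicate 1 the lower genes numbered 7 in each list, and without replicate 2 they numbered 9 in each.

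Chaperone genes changed in both directions, with more losses than gains. Of 18 tested heat shock genes, 11 were lower, 3 were higher and 4 were not called. HSPA6, the co-chaperones DNAJB1 (-1.37 ± 0.10, SE) and BAG3 (-1.53 ± 0.12) fell, whereas the small heat shock gene HSPB8 rose by 1.65 ± 0.13. The other higher genes, named after their values were seen, were the constitutive chaperones HSPA8 (0.85) and HSP90AB1 (0.31). The near-identical HSPA1A and HSPA1B held at most 7 counts in any library and were not tested. Of 21 tested genes of the unfolded protein response, 10 were lower, 1 was higher and 10 were not called. The endoplasmic reticulum chaperone HSPA5 fell from 1726 ± 41.6 to 1041 ± 1.07 CPM (SD, n = 2), and PDIA4 (-0.78 ± 0.09), MANF (-0.81 ± 0.09) and CRELD2 (-0.68 ± 0.10) fell with it. Camera gave adjusted p = 7.07e-07 for heat shock and 8.55e-05 for the unfolded protein response, and adjusted p = 0.186 and 0.193 with an estimated correlation. Adjusted over the list alone, 12 heat shock genes were lower and 4 higher, and 11 unfolded protein response genes were lower and 1 higher. Without shZDHHC15 replicate 1 or replicate 2, the lower heat shock genes numbered 6 in both cases and the lower unfolded protein response genes 6 and 5. The heat shock, immediate early and ERK lists were drawn up after HSPA6, EGR1 and ETV5 had been seen at the head of the study's own gene list, and are not independent of these libraries.

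Most genes of cholesterol synthesis fell. Of 20 tested genes, 14 were lower, none was higher and 6 were not called. The sterol oxidase MSMO1 fell by 1.36 ± 0.12 (SE), the isomerase IDI1 by 1.15 ± 0.11, the sterol sensor partner INSIG1 by 1.10 ± 0.10 and HMGCS1 by 0.93 ± 0.10 on the log2 scale. The list passed camera with adjusted p = 4.08e-10, and adjusted p = 0.186 with an estimated correlation, and 15 genes were lower when adjusted over the list alone. Scaling by library totals left 8 lower genes, the replicate block 9, and leaving out shZDHHC15 replicate 1 or replicate 2 left 8 and 5. Genes of fatty acid synthesis and uptake were mixed, with 5 of 22 lower, 4 higher and 13 not called (6 lower and 5 higher when adjusted over the list alone). The desaturase SCD (-0.74 ± 0.08), the elongase ELOVL6 (-0.60 ± 0.10) and the citrate lyase ACLY (-0.48 ± 0.09) were lower, whereas the carboxylase ACACA was higher (1.37 ± 0.26) on only 78 to 334 counts per library. This list did not pass camera (adjusted p = 0.844), and without shZDHHC15 replicate 1 or replicate 2 its higher genes numbered 1 and 2 and its lower genes 3 in both cases, ACLY losing its call without replicate 1 (adjusted p = 0.0561). Of 20 hypoxia and glycolysis genes, 8 were lower, none was higher and 12 were not called (10 lower and 1 higher when adjusted over the list alone), led by the glucose transporter SLC2A3 (-0.78 ± 0.14) and the regulator PFKFB4 (-0.65 ± 0.16). PGK1 fell by 0.34 ± 0.08 from 460 CPM and ALDOA by 0.49 ± 0.14 from only 14.0 CPM. Camera gave adjusted p = 0.0225 for hypoxia and glycolysis, and adjusted p = 0.401 with an estimated correlation. This call was lost without shCON replicate 1 (adjusted p = 0.0883) and without shZDHHC15 replicate 1 (adjusted p = 0.0586). Its lower genes numbered 13 without shCON replicate 2, 1 without either shZDHHC15 library, 4 after scaling by library totals and 3 with the replicate block. PGK1 and ALDOA were not called without shZDHHC15 replicate 1 (adjusted p = 0.221 and 0.152) or replicate 2 (adjusted p = 0.208 and 0.225), PFKFB4 not without replicate 1 (adjusted p = 0.105) and SLC2A3 not without replicate 2 (adjusted p = 0.0539).

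Of 20 tested p53 targets, 15 were lower, 1 was higher and 4 were not called. The nuclease AEN (-1.10 ± 0.09, SE), the kinase PLK3 (-1.59 ± 0.16), TP53INP1 (-1.29 ± 0.15) and the DNA damage sensor DDB2 (-0.77 ± 0.11) fell. The higher target, named after its value was seen, was CCNG1 (0.73). Of 28 genes of S phase and mitosis, 15 were lower, none was higher and 13 were not called. KIF20A fell by 0.86 ± 0.10, the replication genes CDC6 by 0.73 ± 0.09 and MCM6 by 0.71 ± 0.09, and the mitotic activator CDC20 by 0.69 ± 0.10 on the log2 scale. Camera gave adjusted p = 4.43e-08 for p53 targets and 4.89e-07 for the cell cycle, and adjusted p = 0.186 for each with an estimated correlation. Adjusted over the list alone, 17 p53 targets were lower and 1 higher, and 17 cell cycle genes were lower and 1 higher. Without shZDHHC15 replicate 1 or replicate 2, 9 p53 targets were lower in both cases, and 7 and 5 cell cycle genes.

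Most cytosolic ribosomal protein mRNAs rose, and mitochondrially encoded mRNAs fell. Of 75 tested ribosomal protein genes, 68 rose, none fell and 7 were not called, with a median log2 fold change of 0.49. RPL28 rose by 0.84 ± 0.09 (SE), RPS27 by 0.75 ± 0.09, RPL13A by 0.65 ± 0.08 and RPL23 by 0.65 ± 0.08. Together these genes took 6.33% and 6.23% of the shCON counts and 9.06% and 9.64% of the shZDHHC15 counts. Ribosomal protein genes have many near-identical pseudogenes, so their counts are uncertain. All 13 mitochondrially encoded mRNAs fell, with a median of -0.59, among them the oxidase subunits MT-CO3 (-0.68 ± 0.08) and MT-CO2 (-0.59 ± 0.08) and the complex I subunits MT-ND4 (-0.66 ± 0.08) and MT-ND5 (-0.62 ± 0.08). Their share of counts was 3.57% and 3.79% in shCON and 2.84% and 2.65% in shZDHHC15. Camera gave adjusted p = 4.29e-32 for ribosomal proteins and 6.09e-12 for mitochondrial mRNAs, and adjusted p = 0.216 and 0.306 with an estimated correlation. Adjusted over the list alone, 69 ribosomal protein genes were higher and 2 lower, and 13 mitochondrial genes were lower. Nuclear genes of oxidative phosphorylation did not pass (adjusted p = 0.381), with 4 of 43 higher, among them UQCRB (0.43 ± 0.10) and COX7C (0.33 ± 0.09), 3 lower, among them CYCS (-0.36 ± 0.10) and SDHA (-0.47 ± 0.13), and 36 not called, the same numbers as when adjusted over the list alone. Without shCON replicate 1 or replicate 2 these were 11 and 10 higher and 6 and 4 lower, and without either shZDHHC15 library 1 was higher and 0 were lower. Scaling by library totals and testing without a filter each gave 10 higher, and the replicate block 1 higher and 1 lower. UQCRB, COX7C, CYCS and SDHA were not called without shZDHHC15 replicate 1 (adjusted p = 0.145, 0.243, 0.134 and 0.213) or replicate 2 (adjusted p = 0.0644, 0.215, 0.281 and 0.155).

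Of 21 tested palmitoyltransferase genes other than ZDHHC15, 6 were higher, none was lower and 15 were not called, with a median log2 fold change of 0.25. ZDHHC22 rose by 0.82 ± 0.14 (SE), ZDHHC16 by 0.50 ± 0.10, ZDHHC9 by 0.40 ± 0.09 and ZDHHC13 by 0.37 ± 0.10. Camera gave adjusted p = 0.00562, and adjusted p = 0.216 with an estimated correlation, and 6 genes were higher also when adjusted over the list alone. Without shCON replicate 1 the higher genes numbered 9, and without either shZDHHC15 library 1. ZDHHC16, ZDHHC9 and ZDHHC13 were not called without shZDHHC15 replicate 1 (adjusted p = 0.0514, 0.208 and 0.193) or replicate 2 (adjusted p = 0.0575, 0.110 and 0.204). Of 9 depalmitoylases, which remove palmitate, ABHD17B (-0.43 ± 0.11) and LYPLAL1 (-0.38 ± 0.12) were lower and 7 were not called, also when adjusted over the list alone. ABHD17B and LYPLAL1 were not called without shZDHHC15 replicate 1 (adjusted p = 0.173 and 0.199) or replicate 2 (adjusted p = 0.166 and 0.365), and LYPLAL1 not without shCON replicate 2 (adjusted p = 0.109). The depalmitoylase list did not pass camera (adjusted p = 0.914), where its test pointed lower although its median was 0.06.

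Genes of invasion and of the extracellular matrix were called in both directions. Of 20 tested invasion and mesenchymal genes, 7 were lower, 2 were higher and 11 were not called (8 lower and 3 higher when adjusted over the list alone). The transcription factor SNAI1 fell by 2.10 ± 0.25 (SE), the membrane protease MMP14 by 1.46 ± 0.23 and the collagen cross-linker LOX by 0.86 ± 0.16 on the log2 scale, whereas the intermediate filament gene VIM rose by 0.71 ± 0.09. MMP2 (-0.36 ± 0.29, adjusted p = 0.390) and MMP9 (1.87 ± 0.68, adjusted p = 0.0566) were not called. Of 38 matrix and adhesion genes, 7 were higher, including TNC (0.77 ± 0.12), LAMB2 (0.69 ± 0.10) and LAMC1 (0.43 ± 0.09), 6 were lower, including VCL (-0.52 ± 0.09), and 25 were not called, the same numbers as when adjusted over the list alone. Among 16 Wnt targets, CCND1 (-0.67 ± 0.10) and AXIN2 (-0.50 ± 0.14) were lower and 14 were not called, and among 16 interferon response genes 4 were lower, including ISG20 (-2.89 ± 0.21), DDX60 (-1.22 ± 0.26) and OAS3 (-0.99 ± 0.26), and 12 were not called; neither number changed when adjusted over the list alone. Camera adjusted p was 0.0942 for invasion, 0.593 for matrix, 0.554 for Wnt targets and 0.163 for interferon genes, whose test pointed lower although the median was 0.02. With fry, invasion (adjusted p = 0.0324), Wnt targets (adjusted p = 0.0286) and interferon genes (adjusted p = 0.0369) passed as lower, and matrix genes did not pass (adjusted p = 0.499). Over the 12 lists that did not pass, 26 memberships were higher and 41 lower. These became 42 and 36 after scaling by library totals, 42 and 46 without shCON replicate 1, 36 and 56 without shCON replicate 2, 9 and 22 without shZDHHC15 replicate 1, and 12 and 22 without shZDHHC15 replicate 2. Matrix genes alone went to 12 lower and 10 higher without shCON replicate 2, and to 3 lower and 4 higher without either shZDHHC15 library, where lower invasion genes numbered 4 and lower Wnt targets 1. Without shCON replicate 2, lower Wnt targets numbered 4. LAMC1 and AXIN2 were not called without shZDHHC15 replicate 1 (adjusted p = 0.0925 and 0.12) or replicate 2 (adjusted p = 0.0547 and 0.213), OAS3 not without replicate 1 (adjusted p = 0.0897) and VCL not without replicate 2 (adjusted p = 0.109). MMP2 stood at 0.17 without shCON replicate 1 and was called at -0.79 without shCON replicate 2 (adjusted p = 0.0096), and MMP9, with 4 and 2 counts in shCON, stood at 2.62 and 1.26 without these libraries (adjusted p = 0.0557 and 0.323).

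Markers of other cell types were read as a check for foreign RNA in a culture of a single line. Of 6 tested immune markers, ITGAM and CD14 were lower and 4 were not called. ITGAM counted 36 and 57 in shCON against 1 and 5 in shZDHHC15, and CD14 counted 54 and 63 against 15 and 8. Among 4 endothelial markers, EGFL7 (0.52 ± 0.14, SE) and KDR (1.44 ± 0.41) were higher, KDR on 6 and 17 counts in shCON and at 2.13 without shCON replicate 2, and PECAM1 was lower on 8 and 11 counts against 0 and 2. None of 3 fibroblast markers was called. Among 10 epithelial and HER2 breast line markers, KRT17 (10 and 13 counts against 32 and 33), STARD3 (0.36 ± 0.11) and KRT8 (0.34 ± 0.12) were higher and GRB7 was lower on 27 and 34 counts against 3 and 1. Camera adjusted p was 0.0506 for immune, 0.629 for endothelial, 0.950 for fibroblast and 0.957 for epithelial markers, and fry passed the immune markers alone, as lower (adjusted p = 0.00685). The endothelial and epithelial tests pointed higher although their means were -0.32 and -0.42. Adjusted over the list alone, 3 immune markers and 2 epithelial markers were lower, and the other numbers did not change. KRT17, STARD3, KRT8 and PECAM1 were not called without shZDHHC15 replicate 1 (adjusted p = 0.0969, 0.110, 0.193 and 0.270) or replicate 2 (adjusted p = 0.246, 0.388, 0.382 and 0.0545), KRT17 and KRT8 not without shCON replicate 2 (adjusted p = 0.0675 and 0.150), KDR not without shZDHHC15 replicate 1 (adjusted p = 0.185) and EGFL7 not without shZDHHC15 replicate 2 (adjusted p = 0.225).

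**Figure D3:**
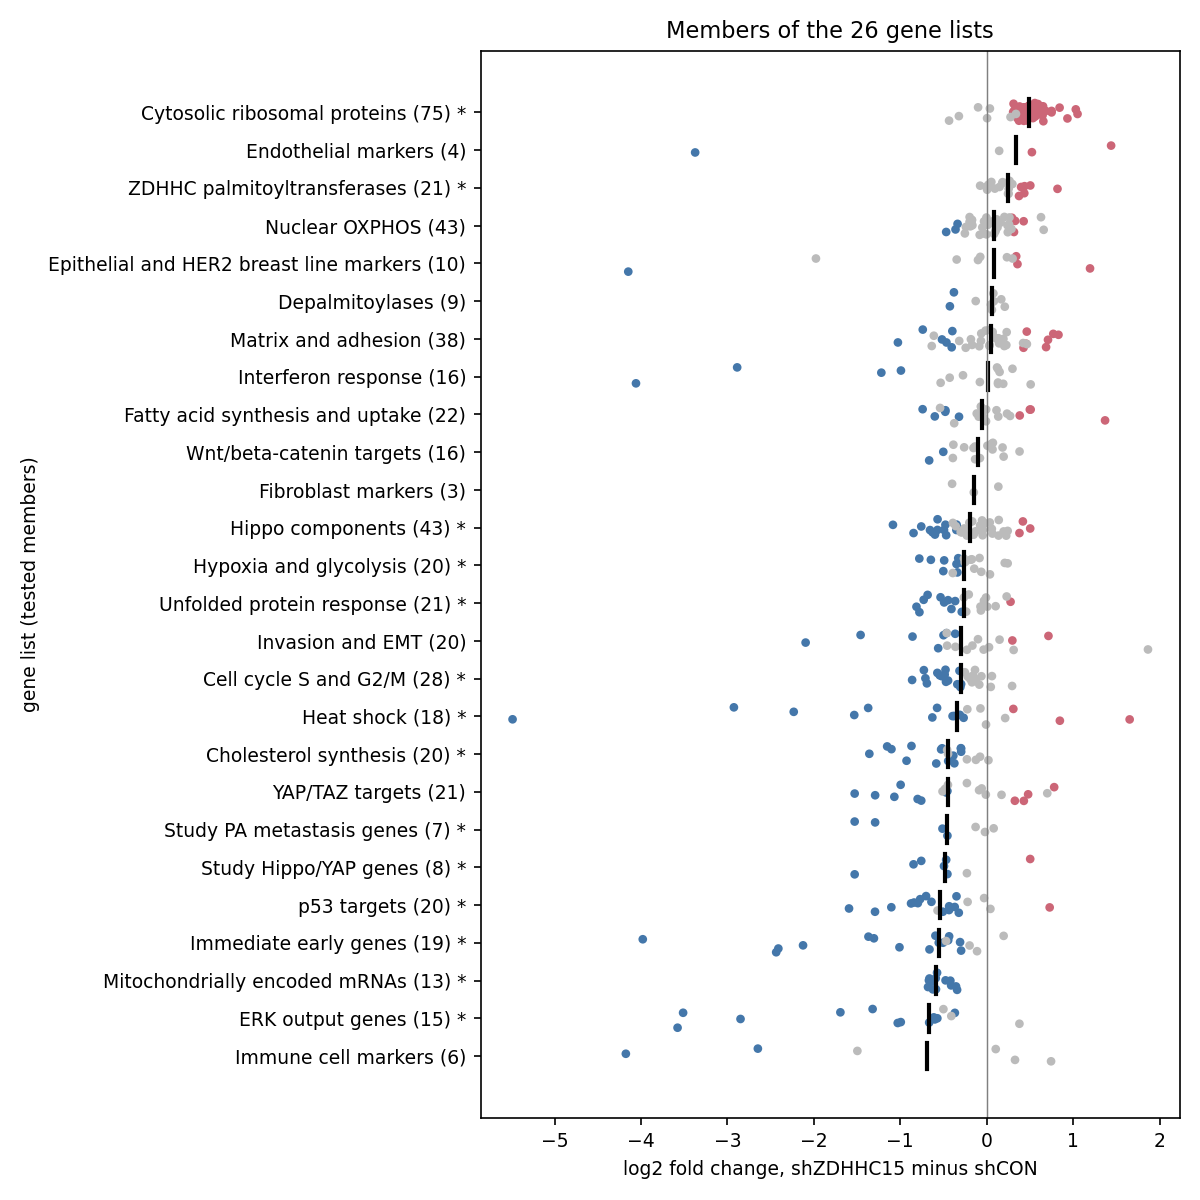
Fitted log2 fold change (shZDHHC15 minus shCON) of each tested member of the 26 gene lists, red where called higher, blue where called lower and grey where not called, with a black bar at each list's median. An asterisk marks the 14 lists that passed camera at its preset correlation; ribosomal proteins have a median of 0.49 and mitochondrially encoded mRNAs of -0.59.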

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

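The count without discordant genes was chosen after seeing the data, and the other settings before. ZDHHC15 remained lower under every setting that tested it, between -18.43 and -17.69 log2 over all of them. Across scaling, filters, DESeq2, limma-voom and the replicate block, genes higher stayed within 1767 and 3359 and genes lower within 2127 and 2802, and no gene called in both had the opposite direction. A limit of 2-fold left 331 higher and 799 lower genes, since fewer genes meet it, and leaving out discordant genes left 2374 and 2751. Leaving out each library in turn gave 885 to 3395 higher and 1188 to 3535 lower genes, with 1 gene in the opposite direction without shCON replicate 2; a lone library was assumed to vary like the other group. LY6E ranged from -0.36 to 3.62 over these 4 settings, because shZDHHC15 replicate 1 holds nearly all its counts. Library totals moved the median of all genes by 0.0817. The replicate numbers were not shown to pair the libraries. Deviations of same-numbered libraries correlated at -0.067 across tested genes, and at -0.248 across genes with a mean log2 CPM above 2. The negative sign means that libraries with unlike numbers deviated alike, which the test with group alone does not model. With the replicate block 1767 genes were higher, 2127 lower and 13 lists lower. The immune marker list passed with upper quartile scaling (0.0489), library totals (0.0308), ZDHHC15 left out (0.0447), CPM above 1 (0.0286) and the replicate block (0.0345), and ranged from 0.0495 to 0.229 without single libraries; the cause was not tested. Without single libraries the palmitic acid list ranged from 0.0141 to 0.0554 and the hypoxia list from 0.00337 to 0.0883. With an estimated correlation, which rests on 2 residual degrees of freedom, 0 lists were higher and 0 lower: adjusted p was 0.216 for Hippo components, ZDHHC genes, immediate early genes and ribosomal proteins, 0.186 for ERK output, heat shock, cholesterol, p53 and cell cycle, 0.193 for the unfolded protein response, 0.264 and 0.268 for the study's Hippo and palmitic acid lists, 0.306 for mitochondrial mRNAs and 0.401 for hypoxia. Over named genes and alternatives, direction and side of the threshold were as reported in 1548 comparisons, the call was lost in 74, gained in 15 and reversed in 1. Depth limits genes such as AXL and MMP9, which held few counts in any library. ITGAM was called, but its fold change rests on 1 and 5 counts in shZDHHC15.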

Other observations

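The gene groups of the opening paragraph and the tests of exchanged libraries, ectopic transcripts, the share of ZDHHC15, sampling noise and clustered genes were chosen after the results were seen, and no group p-value is given for gene groups picked in this way. Of 24 SNHG and GAS5 genes, which host small nucleolar RNAs, 14 were higher, 2 were lower and 8 were not called. SNHG7 rose by 1.49 ± 0.10 (SE), GAS5 by 0.86 ± 0.09 and SNHG1 by 0.84 ± 0.09. Of 411 zinc finger genes of the ZNF family, 143 were lower, 32 were higher and 236 were not called, with the lower ones including ZNF654 (-1.67 ± 0.13), ZNF79 (-1.64 ± 0.13) and ZNF721 (-1.22 ± 0.11). A set of 18 genes held SR splicing factor genes (SRSF and TRA2) and CLK kinase genes, with RSRC2 added by name. In this set 7 were lower, including RSRC2 (-1.43 ± 0.10), SRSF7 (-0.73 ± 0.10) and CLK1 (-0.67 ± 0.10), while SRSF5 rose by 0.56 ± 0.09. Of 92 genes whose symbols begin with EEF or EIF, 23 were higher and 10 were lower, with EIF4B at 0.61 ± 0.08 and EIF5 at -0.67 ± 0.09. Symbols alone defined this set, so its called genes are not translation factors only. They include pseudogenes, such as EEF1A1P6 (higher) and EEF1A1P19 (lower), and the kinase gene EIF2AK3 (lower).

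The study described the YAP targets AMOTL2, AXL, CCN2 and CCN1 as lowered, and LATS1, LATS2, FRMD6, PTPN14 and WWC1 as raised, by RT-qPCR after ZDHHC15 depletion. From RNA sequencing it also reported the Hippo pathway as enriched in depleted TOV-112D cells. By immunoblot it described LATS1 and LATS2 protein as largely unchanged and MMP2 and MMP9 protein as lowered. In these libraries AMOTL2, CCN2 and CCN1 were lower and AXL was too low to test. Of the regulators, WWC1 was higher, LATS1, LATS2 and FRMD6 were lower, opposite to the RT-qPCR, and PTPN14 was not called. The mRNAs of MMP2 (-0.36, edgeR adjusted p = 0.390) and MMP9 (1.87, edgeR adjusted p = 0.0566) were not called. Protein was not measured here. Hippo components ranked lower with camera at its preset correlation (adjusted p = 0.00514), but not with an estimated correlation (adjusted p = 0.216). The study's enrichment came from KEGG and gene set enrichment analysis, so the measures differ.

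ZDHHC15 held 7.20% and 7.53% of the counts in the libraries labelled shCON. Tables argue against a gain or activation of the surrounding region, since 9 tested genes within 1 Mb had a median log2 fold change of 0.21 and a lowest value of -0.65, in RLIM. They also argue against an exchange of 1 library of each group, since the lowest shCON value was 208000 times the highest shZDHHC15 value. An exchange of all 4 labels would give the same ratio, so this value cannot decide it. Such an exchange would put the near absence of ZDHHC15 in cells without its hairpin. It was not tested, and the direction of every difference rests on the labels. Ectopic ZDHHC15 transcripts in the shCON cells are a candidate source, with ZDHHC15 at 741.1 times the most abundant other family member, but gene totals do not show whether reads stop at the coding sequence, so ectopic and endogenous transcripts cannot be told apart. Every difference between the groups may therefore reflect high ZDHHC15 in shCON as well as its loss in shZDHHC15, and that stays open.

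The joint rise of ribosomal protein mRNAs was weighed as a second pattern. The share of reads taken by ZDHHC15 in shCON does not account for it, since that share can shift every other gene by at most 0.113 on the log2 scale, while the list median was 0.572 and that of all tested genes 0.0824 when scaled by library totals. A trend with transcript length and abundance does not either, since 10000 lists of other genes matched on both had a median of medians of 0.0215 and a highest median of 0.255, against 0.49 for the list. Reads shared with pseudogenes were not tested. A biological effect of the group stays among the open explanations, as a hypothesis.

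In 60 of 13417 genes with a mean count of at least 50, the libraries of a group differed more than 3-fold, and 21 of these genes were called. Sampling noise as the source of the whole set is argued against by position, since 45.0% of these genes had another within 1 Mb, against a median of 8.33% and a highest share of 28.3% in 10000 abundance-matched lists. Overlapping gene models remain undecided, with 53.3% overlapping another gene's exons against 47.4% of abundance-matched genes (Fisher's exact p = 0.426, odds ratio 1.27, 95% interval 0.729 to 2.22). Reads divided between duplicated segments of the reference, such as alternate or patch sequences, may be the source of those side by side. PSME1, PSME2, GMPR2, TINF2 and RABGGTA on chromosome 14, named after their values were seen, lie in such a cluster, and no biological explanation was tested.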
